A study of Caenorhabditis elegans with 25 samples. Its data were reported in "Caenorhabditis elegans sperm carry a histone-based epigenetic memory of both spermatogenesis and oogenesis" (2018).

How the data were processed

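RNA was measured by sequencing in 25 libraries of Caenorhabditis elegans that fall into 9 groups by their labels. The authors dissected distal gonad arms or collected mature sperm, purified total RNA, depleted ribosomal RNA and made single-end libraries. They aligned the reads with TopHat2 to the transcriptome of WormBase release WS220 and counted reads per gene with HTSeq. The deposited count files hold raw counts, 1 library per file, for 45461 gene identifiers, with 5 summary lines that were left out here. The strand setting of the counting is not stated, so overlapping and antisense genes, and near-identical members of gene families, are reported as uncertain where they are among the named genes. The authors also deposited a table of RPKM, which they computed from the counts and the longest exonic transcript and averaged over the libraries of a group. Their 2 further deposited tables hold log2 fold changes and adjusted p-values that the authors obtained with DESeq2 from the same counts.

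Gene symbols, biotypes and chromosomes were taken from Ensembl release 115 of the WBcel235 assembly. Because the counts were made on an older annotation, no coordinates are given. Of the identifiers, 44933 matched 1 gene, 3 matched more than 1 and 525 matched none; identifiers without a single match held 0.624% of the counts. Reads outside genes made up 3.55% to 18.8% of the counted reads of a library, and ambiguous reads 1.59% to 3.11%. Transcript lengths were recovered for 18988 genes from the ratio of counts to the deposited RPKM. The deposited oogenic RPKM column was matched by the mean of N2 oogenic libraries 1 and 2 with fem-2 oogenic library 3, the closest of 63 combinations tried, so it mixes strains. RPKM per library was therefore recomputed here from the counts and those lengths. In the deposited RPKM table, 21 lines repeat 3 identifiers. No pair of replicates among 24 was identical, with a chi-square per degree of freedom between 2.69 and 45.1.

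Total gene counts ranged from 1078195 to 18617543 per library. A share of counts in 1 library is given with its 95% Wilson interval. These intervals, and the floor of 3 counts below which a gene is treated as not measurable, cover counting error only, since reads without molecular identifiers are not independent molecules. CPM are gene counts scaled to the total gene counts of the library. A fold against a group whose libraries all lie at or under 3 counts is given as a lower bound computed at that floor.

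The libraries carry run tags in their names, which were read as 7 sequencing runs and are written here as runs A to G. Run A holds N2 male 2, N2 oogenic 3 and fem-2 oogenic 3. Run B holds N2 oogenic 1 and 2, and run C holds fem-2 oogenic 1 and 2. Run D holds N2 male 1 with him-8 male 1 and 2, and run E holds him-8 male 3 and 4. Run F holds all mes-3 male germline and all sperm libraries, and run G holds the 4 offspring libraries.

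Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test, TMM factors, the filterByExpr filter and a Benjamini-Hochberg adjusted p under 0.05, with only the compared groups in the fit and no covariates. The alternative tool was the Wald test of DESeq2 1.42.0, which the study used. Further alternatives were median-of-ratios (RLE) factors, total counts without a TMM factor, TMM factors from autosomal genes, no count filter, at least 10 counts in every library of a group, an absolute log2 fold change of at least 1, the replicate number as a block, all 25 libraries in 1 fit, control libraries of 1 run, and leaving out each library in turn. The comparisons, tests, named-gene rule, marker lists and these alternatives were fixed before the data were examined. A correction for transcript length, by a lowess curve of span 0.3 per library with a prior count of 2, and the leave-one-out versions of gene sets, overlaps and X-linked shares were chosen after seeing the data.

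Overlaps of calls were tested with one-sided Fisher's exact tests among genes tested in both comparisons. Shifts of gene sets were tested with a two-sided Mann-Whitney statistic and 100000 permutations of gene labels, for which the smallest p is 1e-05. Genes are not independent replicates, so camera and fry from limma 3.58.1, which use the libraries, were run beside it. A gene counted as up in 1 comparison and not in the other when its adjusted p was under 0.05 in the former and at least 0.2 in the latter. The X-linked share of counts was compared with two-sided exact permutation tests. Spermatogenesis-specific genes had a mean RPKM over 15 in N2 and in him-8 male germlines, a mean under 1 in N2 oogenic germlines and a higher call in both male comparisons. Sex-independent genes had a mean RPKM over 5 in all 3 groups, no call and an absolute log2 fold change under 2.

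Named genes are the 3 per direction with the largest absolute log2 fold change among those with an adjusted p under 0.05, no overlap between the groups' libraries and a mean of at least 5 CPM in the higher group, for the N2 comparison and the 3 mes-3 comparisons. Besides these, 3 strain genes, 7 oogenesis genes and lists for muscle, intestine, hypodermis, neurons, gonadal sheath with spermatheca, yolk and sperm were fixed. Of the list genes, 4 of 12 muscle, 1 of 12 intestine, 4 of 12 hypodermis, 1 of 12 neuron, 5 of 12 gonadal sheath, 6 of 6 yolk, 1 of 16 sperm and 7 of 7 oogenesis genes had a mean over 10 CPM in N2 oogenic germlines. In mes-3 male germlines the numbers were 2, 1, 0, 3, 5, 0, 16 and 6.

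The scripts were tested on simulated data. With counts drawn for the real genes and a seeded set of changed genes, edgeR recovered 106 of 161 changed genes among 6646 with 5 false calls in the N2 design, 114 of 190 among 8344 with 6 false calls in the mes-3 male germline design, 65 of 173 among 7467 with 10 false calls in the sperm design and 79 of 184 among 11202 with 7 false calls in the offspring design. With no gene changed it called 2, 0, 1 and 0 genes. A simulated length trend gave 1583 calls among 8010 genes before the correction and 2 after it. The set test passed 0.05 in 1 of 100 draws without a shift and in 100 of 100 with a shift of 0.5. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries and plots. Chromatin data of the study were not analysed here.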

Results

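Transcripts were counted in germlines and sperm of worms that differ in sex and in the gene mes-3, whose product is needed for the repressive histone mark H3K27me3. The libraries were 2 N2 (wild-type) male germlines, 4 him-8 male germlines, 3 N2 oogenic germlines, 3 fem-2 oogenic germlines, 3 mes-3 male germlines, 3 mes-3 sperm, 3 him-8 sperm, 2 M+P- and 2 M+P+ offspring germlines. Mutants in him-8 yield many males. The fem-2 mutation is temperature-sensitive: the paper obtained feminized worms by a shift to a higher temperature, and it mated fem-2 males raised at the lower one. M+P- and M+P+ offspring share a genotype, and their fathers lacked or had mes-3 function, respectively. Total gene counts were 2438772 to 2538459 in N2 male, 1849544 to 5030360 in him-8 male, 1078195 to 18617543 in N2 oogenic and 5550534 to 16369589 in fem-2 oogenic germlines. They were 7500138 to 9991288 in mes-3 male germlines, 1561329 to 2489066 in mes-3 sperm, 1965802 to 3084442 in him-8 sperm, 5462176 to 6730356 in M+P- and 6260684 to 6750907 in M+P+ germlines.

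The mutated gene mes-3 (F54C1.3, chromosome I) was read in every library. Its level ranged from 26.9 to 40.2 CPM in mes-3 male germlines and from 12.98 to 29.8 CPM in him-8 male germlines, from 18.9 to 40.1 CPM in mes-3 sperm and from 7.11 to 34.6 CPM in him-8 sperm, and from 98.5 to 123.8 CPM in M+P- and from 118 to 143 CPM in M+P+ germlines. N2 males had 26.4 to 30.8 CPM, N2 oogenic germlines 107 to 115 CPM and fem-2 oogenic germlines 104 to 125 CPM. The edgeR adjusted p for mes-3 was 0.604 in male germlines, 0.751 in sperm and 0.685 in offspring. The transcript was not lower in the mutants, so its level neither checks nor contradicts the genotype labels. Of the strain genes mes-3, him-8 and fem-2, 0 were called in these 3 comparisons and 0 between the strains of a sex.

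The comparison of male with oogenic germlines asks which genes have more transcripts in the gonads of each sex. In N2, edgeR called 3287 genes higher and 1886 lower in males among 8574 tested. The alternative that moved this most was scaling by total counts, with 2312 higher and 4242 lower. That scaling lowered the median log2 fold change by 0.93, reported here as a shift of -0.93, and the share of higher calls went from 63.5% to 35.3%. In him-8 males against N2 oogenic germlines 3117 genes were higher and 2036 lower (8630 tested), and total-count scaling gave a share of higher calls of 38% in place of 60.5%, with a median shift of -0.69. With all 6 male against all 6 oogenic libraries, 3900 genes were higher and 2550 lower (8616 tested). Total-count scaling then gave 34.0% higher calls in place of 60.5%, with a median shift of -0.80, and TMM factors from autosomal genes shifted the median by -0.18. Run A is the only run with both sexes, with 1 male and 2 oogenic libraries, so calls were not tested within a run. Of the 6450 calls from all libraries, 96.8% had the same direction in run A. Their median absolute log2 fold change was 1.65 in run A and 1.59 with all libraries. The run A libraries were among those that gave the calls, so this is not an independent check. The higher calls include somatic marker genes. In N2 males 10 of 10 tested muscle, 6 of 6 intestine and 4 of 5 hypodermis genes were called higher, the same numbers adjusted over each list alone. Muscle transcripts summed to 1005 ± 785 CPM in N2 males (SD, n = 2) against 95.8 ± 28.99 CPM in N2 oogenic germlines (n = 3). In him-8 males 8 of 10 muscle, 1 of 5 intestine and 1 of 5 hypodermis genes were called higher. Adjusted over each list alone these were 10, 0 and 0. A higher call therefore does not by itself place a transcript in germ cells.

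Because N2 and him-8 males were compared with the same N2 oogenic libraries, their results share chance values. The log2 fold changes had a Pearson correlation across 8373 genes of 0.992, where genes are not independent replicates, and 2828 genes were called higher and 1716 lower in both. In 10 simulated draws with unchanged groups and shared controls the mean correlation was 0.483, with 0 genes called higher and 0 lower in both.

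**Figure D1:**
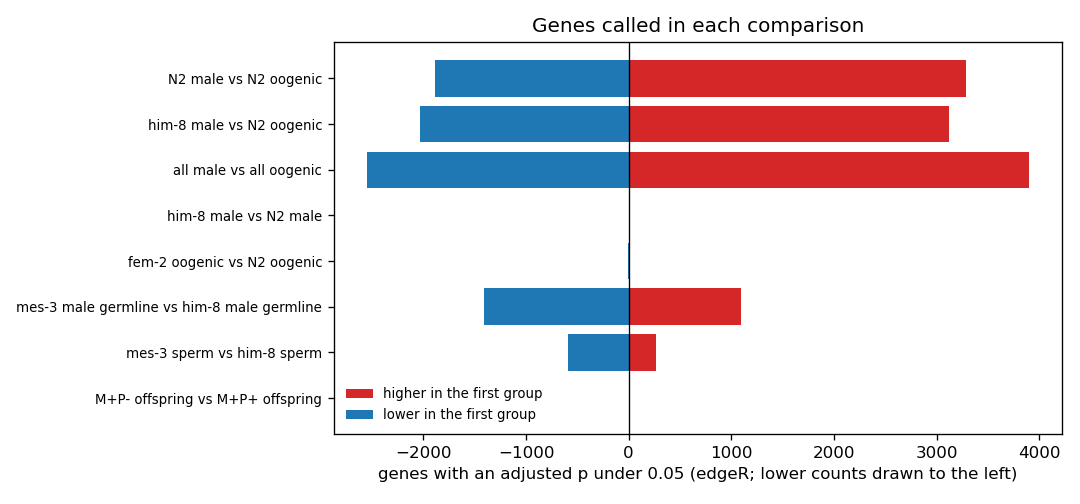
Bars show the number of genes with an edgeR adjusted p under 0.05 in each comparison, higher to the right and lower to the left of 0. The comparison of all male with all oogenic libraries had 3900 higher and 2550 lower genes, and the offspring and the him-8 with N2 male comparisons had 0.

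The largest changes in N2 males were in genes without counts in 1 of the sexes. On chromosome IV, msp-113 (ZK354.4) had 1597 ± 719 CPM in males (SD, n = 2) and was at least 876-fold higher, with an edgeR adjusted p of 6.1e-06. This gene belongs to the near-identical major sperm protein family, so its count is uncertain. On the same chromosome, ttbk-8.2 (C39H7.1) had 1289 ± 58.9 CPM and was at least 707-fold higher, and overlaps another gene on its strand, so its count is uncertain. The gene ssp-10 (K07F5.9) had 1181 ± 18.1 CPM and was at least 647-fold higher. Lower in males were 3 X-linked genes that were read in oogenic germlines (n = 3). R04D3.3 had 130 ± 18.3 CPM there and was at least 108-fold lower, F02E8.4 had 97.6 ± 20.8 CPM and was at least 80.9-fold lower, and R09F10.8, uncertain because it overlaps a gene on the other strand, had 87.3 ± 17.98 CPM and was at least 72.4-fold lower. All 6 kept their call in the 11 alternatives.

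Spermatogenesis-specific genes numbered 1315, of which 3 (0.228%) were X-linked, against 524 of 8036 genes (6.52%) tested in both male comparisons with a length. With DESeq2 calls there were 1334, of which 1312 were shared. Sex-independent genes numbered 2352, with 17 on the X chromosome. The mirrored rule for oogenesis-specific genes gave 82 genes, of which 32 (39.0%) were X-linked. Lowering its upper threshold from 15 to 10 RPKM gave 140.

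A further question was how far genes with higher oogenic expression are also transcribed in male germlines. Of 1234 genes that were lower in both male comparisons and over 15 RPKM in N2 oogenic germlines, 600 (48.6%, Wilson interval 45.8% to 51.4%) had a mean over 15 RPKM in the 6 male libraries. Their median was 61.8 RPKM in oogenic and 14.7 RPKM in male germlines, and 86 were under 1 RPKM in males. These genes were chosen as lower in males in the same libraries, which favours a low share. The interval treats genes as independent draws and covers neither this choice nor the spread between libraries. The share moved most with the threshold, to 86.8% at 5 RPKM and 22.9% at 25 RPKM. All 7 fixed oogenesis genes were lower in N2 males, with 7 called over all genes and 7 adjusted over the list alone. The log2 fold change was -2.34 for pie-1, -0.99 for par-6, -3.54 for nos-2, -2.44 for mex-3, -3.81 for cpg-2, -3.32 for rme-2 and -2.74 for egg-4. In him-8 males all 7 were lower too. Total-count scaling lowers these values further, by the median shift given above.

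**Figure D2:**
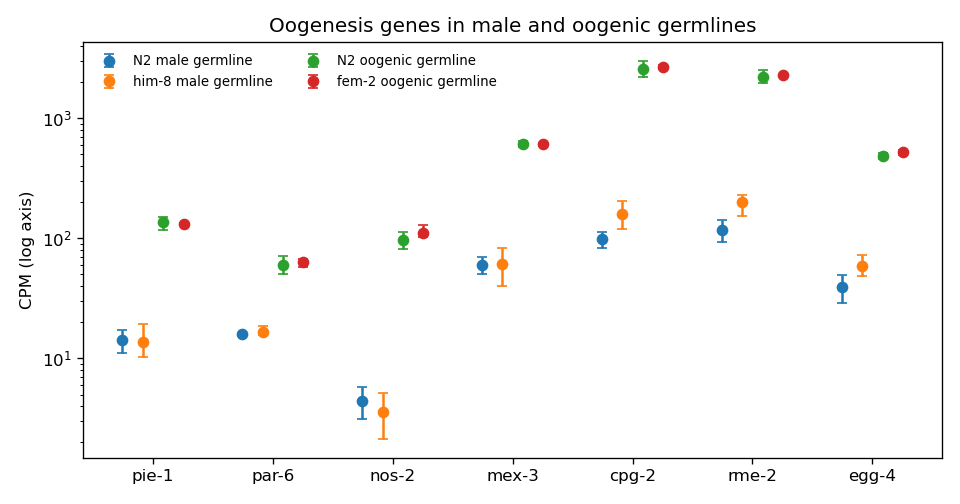
Points show the mean CPM (log axis) of 7 oogenesis genes in 4 groups, and bars span the lowest and highest library. Each gene was lower in N2 and him-8 males than in both oogenic groups.

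Between him-8 and N2 males, edgeR called 0 genes, with 232 at an unadjusted p under 0.05. Without him-8 male germline replicate 2 it called 1 gene higher and 60 lower. Between fem-2 and N2 oogenic germlines it called 4 genes higher and 9 lower among 7874 tested. The 4 higher genes, named because they were called, were rnh-1.3, wdfy-3, sax-2 and gon-2. The fem-2 worms grew at 15 degrees Celsius with a shift to 20 degrees for 24 hours and the N2 worms at 20 degrees, so strain and temperature cannot be told apart, and the 6 pooled oogenic libraries mix both. Without N2 oogenic replicate 3 these were 17 and 91, and without fem-2 replicate 3 they were 20 and 5. Run D holds 1 N2 and 2 him-8 male libraries and run A 1 N2 and 1 fem-2 oogenic library, and no test was fitted within a run.

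X-linked genes gave 0.494% ± 0.334 of counts in the 6 male libraries and 1.58% ± 0.126 in the 6 oogenic libraries (SD), a difference with an exact two-sided permutation p of 0.00216, the smallest that design allows, and 0.0173 after adjustment over 8 comparisons. Every male library was lower than every oogenic one. The him-8 male mean was 0.477% ± 0.418 (n = 4), and 0.268% without replicate 2. Within run A the male library had 0.406% (Wilson interval 0.398% to 0.414%) and the oogenic libraries 1.64% and 1.76%. The exact p was 0.1 for N2 males against N2 oogenic germlines, the smallest that design allows, and 0.0571 for him-8 males. It was 0.867 between him-8 and N2 males and 0.9 between fem-2 and N2 oogenic germlines.

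**Figure D3:**
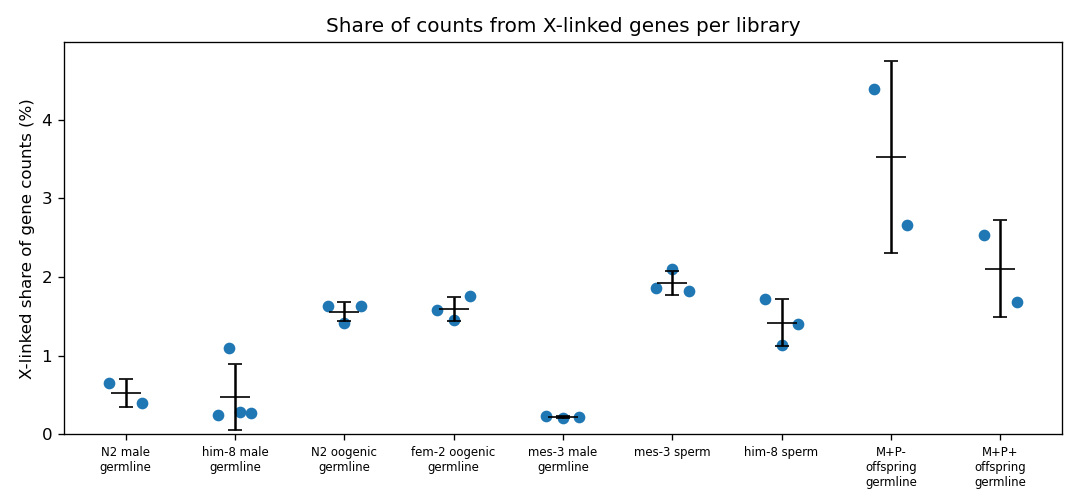
Points show the X-linked share of gene counts (%) per library, with the group mean and SD as bars. The shares lay between 0.212% and 1.10% in male germlines and between 1.42% and 1.76% in oogenic germlines of N2 and fem-2.

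The comparison of mes-3 with him-8 male germlines asks which genes change in males without mes-3 function. The mes-3 males carried no fem-2 mutation and the him-8 males were not the fathers of the control offspring, so these libraries stand in for the fathers of the offspring libraries and are not from them. Run F holds all mes-3 male libraries and none of the controls, so run and genotype cannot be told apart. Among 8930 genes tested, edgeR called 1092 higher and 1412 lower. Total-count scaling gave 1710 higher and 989 lower, a share of higher calls of 63.4% in place of 43.6% and a median shift of 0.20. Control libraries of run D alone gave 691 higher and 1359 lower, and those of run E alone 1163 and 1483. Between the him-8 controls of runs E and D 0 genes were called, with 933 at an unadjusted p under 0.05. Leaving out mes-3 replicate 3 moved the counts most, to 360 higher and 591 lower, and leaving out replicate 1 or 2 gave 488 and 535 higher and 844 and 773 lower calls.

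Named genes higher in mes-3 male germlines were F09F3.17 and R10E8.10, both non-coding genes on chromosome V, and oac-36 (F56H6.12, chromosome I). F09F3.17 had 15.1 ± 4.03 CPM (SD, n = 3) and was at least 16.0-fold higher, R10E8.10 had 7.53 ± 0.988 CPM and was at least 7.97-fold higher and is uncertain because it overlaps a gene on the other strand, and oac-36 had 32.0 ± 5.15 CPM and was at least 33.8-fold higher. The non-coding genes were also read in him-8 sperm of run F, at 115 and 54 CPM, so they do not follow the genotype. Named genes lower in mes-3 were ZK1248.4 and msp-32 (R05F9.3) on chromosome II and the pseudogene Y39G10AR.23 on chromosome I. Their him-8 means were 95.6 ± 39.6, 205 ± 50.1 and 27.9 ± 7.65 CPM (n = 4), and they were at least 267-fold, 573-fold and 77.7-fold lower. All 3 were at or under 0.540 CPM in him-8 sperm of run F too, so their loss is not shown to follow the genotype. Sperm are another sample type, so a cause in the run is not shown either. The count of msp-32 is uncertain because it has near-identical copies. Each of the 6 genes kept its call in every alternative fitted, of which there were 17 for genes without a length and 19 for the others. No alternative separates run F from the mes-3 genotype.

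In male germlines without mes-3, fold changes rose with transcript length. The median log2 fold change was -0.78 in the shortest of 8 bins (median 474.5 bases) and 0.50 in the longest (4016 bases), and Spearman's rho across 8538 genes was 0.485. Between him-8 controls of runs E and D the same bins went from -0.39 to 0.20. Run D there includes him-8 replicate 2, whose muscle transcripts lay far above those of its group. Removing the trend left 784 genes higher and 938 lower, and 1356 of the 2345 calls among genes with a length. Spermatogenesis-specific genes by N2 males had a median log2 fold change of -0.47 over 1340 genes and oogenic-higher genes 0.30 over 1249. With the length correction these were -0.27 and 0.14.

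**Figure D4:**
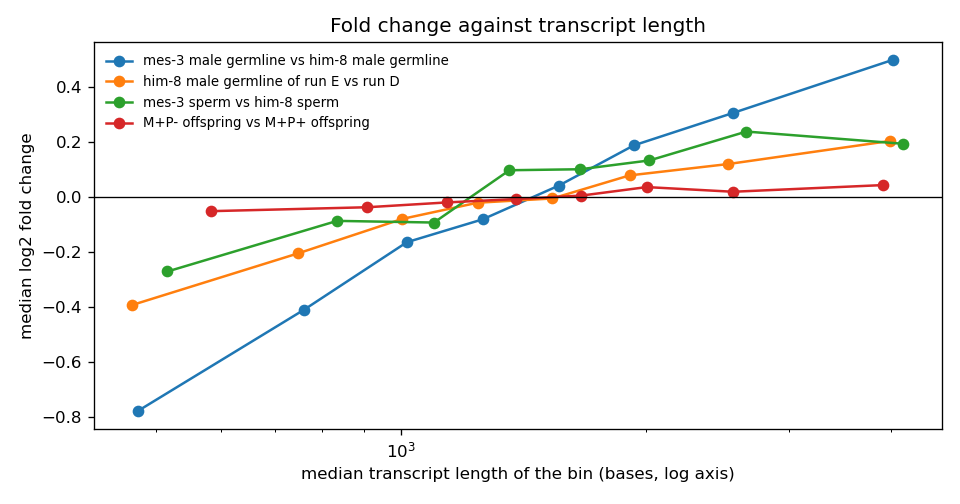
Lines show the median log2 fold change of genes in 8 bins of transcript length (log axis, bases) for 4 comparisons. The line for mes-3 male germlines runs from -0.78 to 0.50 and that of 2 control runs from -0.39 to 0.20.

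Sperm of mes-3 and him-8 males were in the same run. Among 8424 genes, edgeR called 271 higher and 594 lower in mes-3 sperm. The fit of all 25 libraries moved this most, to 1152 and 1342. Total-count scaling gave 463 and 270, a share of higher calls of 63.2% in place of 31.3%, with a median shift of 0.27. The calls fell to 80 and 200 without mes-3 sperm replicate 2, 137 and 389 without replicate 1, 103 and 306 without replicate 3, and 114 and 269 without him-8 sperm replicate 2. Spermatogenesis-specific genes by N2 males had a median log2 fold change of -0.67 and oogenic-higher genes 0.55.

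Named genes higher in mes-3 sperm were the pseudogene B0391.8 (chromosome V), C16A11.5 and C16C8.14 (chromosome II), which were at 0 in him-8 sperm. They had 15.9 ± 9.59, 15.8 ± 9.55 and 15.4 ± 1.82 CPM (SD, n = 3) and were at least 11.9-fold, 11.8-fold and 11.5-fold higher. C16C8.14 overlaps other genes on its strand, so its count is uncertain. K09E2.3 (X), snb-7 (ZK795.4, chromosome IV) and the pseudogene F49B2.4 (chromosome I) were lower. K09E2.3, which overlaps a gene on its strand and is uncertain for that reason, was at least 6.48-fold lower, snb-7 had 3.55 ± 2.41 against 29.6 ± 6.93 CPM and F49B2.4 had 3.61 ± 1.65 against 25.2 ± 12.9 CPM. Of these 6, only snb-7 kept its call in each of its 16 alternatives, with edgeR or DESeq2 adjusted p up to 0.0484. K09E2.3 kept it in 9 of 16, with adjusted p up to 0.17. C16A11.5 kept it in 13 of 16, C16C8.14 in 14 of 16, B0391.8 in 12 of 14 and F49B2.4 in 11 of 14.

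The same genes changed in male germlines and in sperm more often than chance gives. Of 7501 genes tested in both, 98 were higher in both (29.1 expected, one-sided Fisher's exact p of 2.5e-30) and 313 lower in both (97.1 expected, p of 4.0e-103). Leaving out mes-3 sperm replicate 2 lowered these to 30 and 129, and leaving out mes-3 male replicate 3 to 51 and 127.

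In offspring the question was whether germlines whose fathers lacked mes-3 function differ from their genetically identical controls. Among 11962 genes, edgeR called 0, with 1244 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0930. DESeq2 called 127 higher and 4 lower, and 66 of the 127 were X-linked against 1093 of 9876 genes (two-sided Fisher's exact p of 1.9e-30). The authors' deposited table lists 146 genes as higher and 5 as lower, and 76 of those 146 were X-linked. No overlap with male germlines or sperm could be formed from edgeR calls. With DESeq2 calls 17 genes were higher in mes-3 male germlines and offspring (11.1 expected, one-sided Fisher's exact p of 0.0485) and 3 in sperm and offspring (4.10 expected, p of 0.786).

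The X-linked share of counts was 3.53% ± 1.22 in M+P- and 2.11% ± 0.610 in M+P+ germlines (SD, n = 2), with an exact two-sided permutation p of 0.333, the smallest this design allows. The median log2 fold change of 1434 X-linked genes lay 0.49 above that of autosomal genes, and 68.4% of them were positive. This holds for genes past the count filter: without it the difference was 0.08 and 49.9% of 4344 X-linked genes were positive. DESeq2, which was also run on these 4344 genes without the filter, gave 0.09 and 50.6%. With at least 10 counts in every library of a group the difference was 0.56 and 70.0% were positive. RLE, total-count and autosomal TMM factors gave differences between 0.49 and 0.50. In mes-3 male germlines the X-linked median lay below the autosomal one, by -0.85, and by -0.09 without him-8 replicate 2. The difference was -1.98 with DESeq2 and -1.84 with edgeR without the count filter, both over 2516 unfiltered X-linked genes. It was -0.25 with at least 10 counts in every library of a group. It was -1.29 with him-8 controls of run D alone and -0.14 with those of run E alone. The shares were 0.226% ± 0.0131 (n = 3) in mes-3 and 0.477% ± 0.418 (n = 4) in him-8 males, with an exact permutation p of 0.457. Each mes-3 library (0.212% to 0.238%) lay below each him-8 library (0.250% to 1.10%). The him-8 mean was 0.268% without replicate 2. Of genes called higher in mes-3 male germlines, 15 of 1092 were X-linked against 251 of 8930 tested (two-sided Fisher's exact p of 0.00119). With DESeq2 calls there were 19 of 1129 against 692 of 11413 tested (Fisher's exact p of 1.3e-13). Without him-8 male replicate 2 there were 32 of 1406 (p of 0.324), without mes-3 male replicate 2 there were 15 of 535 (p of 0.617) and without replicate 3 there were 6 of 360 (p of 0.0954). In sperm the shares were 1.93% ± 0.153 and 1.42% ± 0.294 (n = 3 each, exact permutation p of 0.1, the smallest possible). With the median RPKM of X-linked over that of autosomal genes as the measure, the means were 0.137 and 0.130 and the exact p was 0.8. Of the calls in sperm, 7 of 271 higher and 1 of 594 lower calls were X-linked against 503 of 8424 tested (Fisher's exact p of 0.0128 and 2.2e-15). Without mes-3 sperm replicate 3 there were 3 of 103 higher calls (p of 0.163). The X-linked effect was not shown to differ between the 3 comparisons, with permutation p adjusted over the 3 pairs of 0.268, 0.257 and 0.5.

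Genes up in mes-3 male germlines or sperm were then followed in the offspring. The 586 genes up in mes-3 male germlines and not in sperm had a median log2 fold change 0.07 above that of other genes, and 58.5% of them were positive, with a permutation p across genes of 1e-05, the smallest the permutations can give, and 3e-05 adjusted over 3 sets. Of the tests that use the libraries, camera with its preset correlation gave a p of 0.0282, while camera with an estimated correlation gave 0.367 and fry 0.297, so the call did not hold under these. Per library the set lay at 0.05 and 0.02 in M+P- and at -0.01 and -0.07 in M+P+ germlines. The set was chosen by fold changes in mes-3 male germlines, which rose with transcript length. There, 35 spermatogenesis-specific genes by N2 males were called higher and 557 lower. In the offspring, the median log2 fold change went from -0.05 in the shortest of 8 length bins to 0.04 in the longest. It was -0.41 over 537 spermatogenesis-specific genes by N2 males. The shift of 0.07 was not tested apart from length or gene class. The 93 genes up in both had a shift of 0.01 (permutation p of 0.889, adjusted 0.889). The 50 genes up in sperm only had a shift of -0.13 (permutation p of 0.116, adjusted 0.174). For these, p was 0.00194 without mes-3 sperm replicate 1, 0.0116 and 0.0101 without mes-3 male replicates 1 and 3, and 0.0277 without him-8 sperm replicate 1. For the genes up in both, p was 0.026 without mes-3 male replicate 3.

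Marker lists were summed per library. Muscle transcripts had 4012 ± 1221 CPM in mes-3 sperm and 4037 ± 2581 in him-8 sperm (SD, n = 3 each), against 100 ± 53.2 in mes-3 and 907 ± 1501 (n = 4) in him-8 male germlines. Intestine had 1341 ± 81.2 and 658 ± 428 CPM in sperm against 33.8 ± 15.1 and 206 ± 325, and hypodermis 782 ± 328 and 765 ± 299 against 33.1 ± 6.14 and 553 ± 907. The him-8 male germline values rest on replicate 2, without which the highest libraries had 176, 63.3 and 128 CPM. Neuron genes had 144.2 ± 21.6 and 198 ± 177 CPM in sperm, 102 ± 4.55 in mes-3 and 55.1 ± 20.0 in him-8 male germlines. The gonadal sheath list had 3096 ± 321 CPM in mes-3 and 1332 ± 487 in him-8 male germlines, and the sperm list 8404 ± 619 and 11750 ± 1283. The oogenesis list had 428 ± 106 and 515 ± 87.5 CPM. In mes-3 male germlines 8 of 10 tested muscle genes were called lower, 9 adjusted over the list alone, and 7 of 16 sperm genes, 7 adjusted over the list alone. There 3 of 6 neuron and 3 of 7 gonadal sheath genes were called higher, with 4 of each list called when adjusted over the list alone. In mes-3 sperm 10 of 16 sperm genes were called lower, 11 adjusted over the list alone. In M+P- offspring 6 of 6 yolk genes were higher, with 0 called over all genes and 6 adjusted over the list alone. The yolk sums were 201 and 720 CPM in M+P- and 82.9 and 117 CPM in M+P+ germlines, and yolk genes include near-identical copies.

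**Figure D5:**
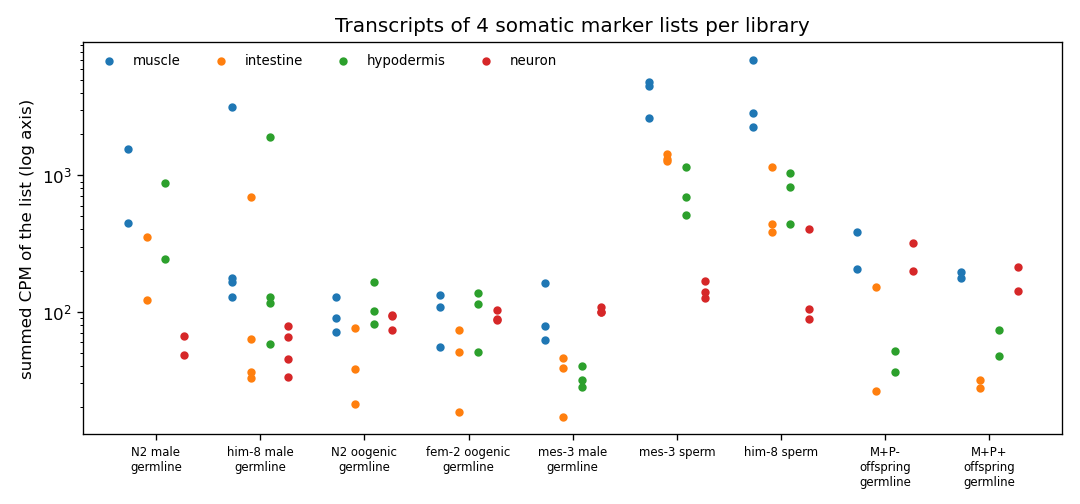
Points show the summed CPM (log axis) of 4 somatic marker lists in each library, by group. The 6 sperm libraries had 2253 to 6997 CPM of muscle transcripts against 61.5 to 161 in mes-3 male germlines.

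The authors' deposited table lists 4116 genes as higher and 1885 as lower in N2 males, of which 3230 and 1771 were also edgeR calls. The authors' deposited table gave 3981 and 2223 for him-8 males, with 3007 and 1968 shared. For mes-3 male germlines the authors' deposited table gave 1123 and 1527, with 958 and 1304 shared, and for mes-3 sperm the authors' deposited table gave 344 and 733, with 246 and 593 shared.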

Values the study reported

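The study reported 1369 spermatogenesis-specific genes from wild-type males and 1330 from him-8 males, of which 1298 were found in both. It reported 2097 sex-independent genes. It reported that 73% of oogenesis genes had an RPKM over 15 in spermatogenic germlines. It listed 123 genes up in both mes-3 male germlines and mes-3 sperm, 439 up in male germlines but not in sperm, and 81 up in sperm but not in male germlines.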

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

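The tests in this part were chosen only after the result was seen. In the library of him-8 male germline replicate 2, 6 of 23 measures lay far from the other 3 libraries of the group, where chance gives about 1.15, although these measures are not independent of each other. Its X-linked share of counts was 1.10% (Wilson interval 1.09% to 1.12%), and without it the group mean was 0.268%. Muscle transcripts summed to 3158 CPM, intestine to 694 CPM and hypodermis to 1913 CPM, against at most 176, 63.3 and 128 CPM in the other 3 libraries. The mes-3 transcript had 12.98 CPM against 28.7 to 29.8 in the other 3 libraries, and fem-2 had 35.1 CPM against 68.4 to 70.6.

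Counting error at the lowest depth of the group is argued against, since the lower bound of the interval, 1.09%, lies above the other libraries. RNA from somatic cells in that sample is a candidate explanation. Over the muscle, intestine, hypodermis and neuron lists the lowest ratio of replicate 2 to the highest other library was 1.20, for neurons, while the other ratios were 17.96, 10.96 and 14.9. The neuron list decides little, since snb-1, its most abundant gene, had 51.9 CPM in replicate 2 and 57.0 CPM in another him-8 library. The most abundant genes of the other lists were unc-54 with 971 CPM against at most 60.7, asp-1 with 333 against 34.6 and col-140 with 599 against 43.2. In run D, which holds this library, him-8 replicate 1 did not share the pattern, with 176 CPM of muscle transcripts, while N2 male germline 1 had 1560 CPM and an X-linked share of 0.653%, so N2 males carry some of it too. The label gives the sample the same group as the others, so no biological explanation was tested.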

How the results depend on the processing

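Leave-one-out fits of sets, overlaps and X-linked shares, and the length correction, were chosen only after the data were seen. Of the results that answer a comparison, 402 values under alternatives stayed on the same side of the threshold or near the reported value, 77 moved, 8 became stronger, 6 weaker and 8 reversed. For named and fixed genes 391 stayed the same, 17 were weaker and 5 reversed. Unless stated, the cause was not tested.

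Total-count scaling, without the factor for composition, gave 4242 lower calls in N2 males, 3878 in him-8 males, and 2442 higher with 4746 lower for all males. It gave 1710 higher in mes-3 male germlines, and 463 higher with 270 lower in mes-3 sperm. DESeq2 called 2 higher and 14 lower between him-8 and N2 males, 15 higher in fem-2, and 127 higher and 4 lower in offspring, where 66 of the higher genes were X-linked and 17 overlapped with mes-3 male germlines. Without a count filter more genes were tested, with 6117 higher in all males, 4 and 8 between him-8 and N2 males, 83 and 33 in fem-2, and 15 higher in offspring. A minimum of 10 counts gave 1 higher call in offspring. Requiring an absolute log2 fold change of at least 1, which can only remove calls, gave 1517 lower in all males, 572 and 755 in mes-3 male germlines, and 167 and 306 in mes-3 sperm. All 25 libraries in 1 fit gave 1 and 4 between him-8 and N2 males, 3 lower in fem-2, 1152 and 1342 in mes-3 sperm, and 1 and 9 in offspring. Controls of run D gave 691 higher calls in mes-3 male germlines, and the length correction 938 lower.

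No label pairs the libraries by replicate number, and same-numbered deviations correlated between -0.580 and 0.211 over the comparisons. In offspring both same-numbered pairs had 0.086, which with 2 libraries per group cannot decide whether they are paired. With the replicate block, 10 genes were higher in fem-2, 561 in mes-3 male germlines, 100 higher and 275 lower in mes-3 sperm, and 452 higher and 91 lower in offspring. The offspring fit with the block leaves little from which to estimate the spread. The block changed no other count of calls by over 1.5 times.

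Across fits that each left out 1 library, calls between him-8 and N2 males ranged from 0 to 1 higher and from 0 to 60 lower, and in fem-2 from 2 to 20 higher and from 3 to 91 lower. They ranged from 360 to 1406 higher and from 591 to 1543 lower in mes-3 male germlines, and from 80 to 304 higher and from 200 to 563 lower in mes-3 sperm. X-linked genes among higher calls ranged from 6 to 32 in mes-3 male germlines and from 0 to 10 in sperm. The share of oogenic-higher genes over 15 RPKM in males ranged from 45.9% to 51.6%. Counts of N2, him-8 and all male calls stayed within 1.5 times of the reported ones in these fits. Leaving out a library of N2 males or of the offspring leaves 1 library in a group, so those calls were not tested.

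For set shifts in offspring, the permutation p for genes up in male germlines and sperm was 0.385 and the shift negative with DESeq2 sets, and p ranged from 0.026 to 0.937 without 1 male germline or sperm library, where the shift was negative without mes-3 sperm replicate 1 (0.366) or him-8 sperm replicate 3 (0.71). For genes up in male germlines only, p was 0.367 with an estimated correlation and 0.297 with fry, and from 1e-05 to 0.00042 without 1 library. For genes up in sperm only it ranged from 0.00194 to 0.578. Without 1 offspring library the shifts ranged from -0.037 to 0.065, from 0.053 to 0.115 and from -0.175 to -0.088, in that order.

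The mirrored oogenesis rule gave 140 genes at thresholds 10 and 1 and 150 at 15 and 5. The oogenic-higher share was 86.8% at 5 RPKM, 68.5% at 10, 22.9% at 25, and 53.7% with calls from all libraries. For the X-linked share of counts, the exact p for him-8 males against N2 oogenic germlines was 0.0286 with median RPKM of X-linked over autosomal genes. The difference between him-8 and N2 males changed direction when him-8 replicate 1, 3 or 4 was left out, with p from 0.1 to 1, and that between fem-2 and N2 in 2 fits, with p from 0.6 to 0.9, including 0.7. The log2 fold change of mes-3 in male germlines was -0.049 with the length correction. That of fem-2 in fem-2 germlines was -0.0027 with total counts, and ranged from -0.054 to 0.24 without 1 library.

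Depth limits genes near the floor, and the designs with 2 or 3 libraries per group cannot reach a permutation p under 0.1.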

Other observations

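The tests on somatic transcripts in sperm and in offspring, on the share of calls left by the length correction, on run-specific and strain-specific genes, on composition of the sperm samples and on other splits of the libraries were chosen only after the result was seen.

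Muscle, intestine and hypodermis lists were far higher in sperm than in mes-3 male germlines of the same run. A rule that needed all 4 somatic lists to be higher in each of the 6 sperm libraries was not met, since the lowest ratio was 0.820, for neurons, against 14.02, 8.40 and 11.05 for the other lists. It excludes nothing, as the neuron sums overlapped, with 87.9 to 402 CPM in sperm and 98.9 to 107 CPM in mes-3 male germlines. The neuron list has 3 of 12 genes over 10 CPM in mes-3 male germlines, which would hide a small share. A narrower test was then written for the other 3 lists, after the neuron value was seen. Of their 25 genes over 10 CPM in sperm, 22 (88%) were higher in each sperm library than in each of the 3 mes-3 male germline libraries, and so were 24 of all 36. The most abundant were unc-54 with 1578 against 23.6 CPM, asp-1 with 433 against 11.8 and col-140 with 258 against 7.29. RNA from muscle, intestine and hypodermis in the collected sperm may explain this, as sperm were released from opened males, and a contribution of neurons was not shown. Muscle sums overlapped between mes-3 and him-8 sperm, at 2615 to 4875 and 2253 to 6997 CPM, and so did hypodermis, at 508 to 1145 and 441 to 1031 CPM. Intestine sums did not, at 1281 to 1433 CPM in mes-3 and 385 to 1152 CPM in him-8 sperm, with 12 of 12 genes higher in mes-3 sperm and 3 called by edgeR.

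Fold changes rose with transcript length in mes-3 against him-8 male germlines, with a difference of 0.96 between the longest and shortest 25% of genes. Fewer transcripts of short spermatogenesis-specific genes is argued against as the cause, since the difference was 0.87 among sex-independent genes. A length-dependent difference between runs could contribute, since him-8 libraries of runs E and D differed by 0.46. The run D libraries include the flagged him-8 replicate 2, so that difference may come from 1 library. Run F holds no him-8 male germline, so run and genotype cannot be told apart. The trend does not account for all calls, as 57.8% remained after it was removed.

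Genes over 1 CPM in all libraries of runs F and G and at or under 3 counts in all of runs A to E were 5 non-coding genes, F09F3.17, F54B11.14, R10E8.10, R11E3.16 and Y55B1BR.7. Their median was 54 CPM in him-8 sperm and 62.0 CPM in mes-3 sperm. Run F includes him-8 sperm, so the selection itself required these genes to be read there. This does not test the mes-3 genotype as their cause. They were singled out after their values were seen. Of 7 genes over 2 CPM in every library of mes-3 strains and under 2 CPM in all others (F32B4.8, oac-36, F58D12.3, T06D8.10, gcy-23, famh-161 and ZK185.2), 2 lie on chromosome I, against 21.8% of other genes (one-sided Fisher's exact p of 0.472), which argues against linkage to mes-3 for the set. Other sequence differences between strains stay open and were not tested.

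X-linked genes moved down in mes-3 male germlines and up in M+P- offspring. Somatic RNA in him-8 male germline replicate 2 may explain the former, since the shift was -0.094 without it in place of -0.85. A trend with transcript length is argued against, since the shift was -1.04 after the correction. For the offspring, RNA from somatic cells in the M+P- libraries stays open. The lowest ratio of the lower M+P- to the higher M+P+ library over the 4 somatic lists was 0.495, for hypodermis, but the hypodermis sums overlapped, with 36.1 and 51.4 CPM in M+P- and 47.3 and 73.0 CPM in M+P+ germlines. M+P- germline 1, with the highest X-linked share (4.39%), also had the highest muscle (384 CPM), intestine (153 CPM) and neuron (321 CPM) sums of the 4 libraries, and 9 of 12 muscle, 9 of 9 intestine and 8 of 9 neuron genes were higher in M+P- germlines, with 0 called. M+P- germline 2 was mixed. It had the lowest intestine sum of the 4 (26.3 CPM against 27.3 and 31.3 in M+P+ germlines). Its neuron sum (197 CPM) was below that of M+P+ germline 1 (211 CPM). Its muscle sum (207 CPM) was above those of the M+P+ germlines (196 and 178 CPM). The yolk list, which was not part of this test, had 201 CPM in M+P- germline 2 and 720 CPM in M+P- germline 1. Both lay above the 117 and 82.9 CPM of the M+P+ germlines. The X-linked share of M+P- germline 2, 2.67%, was above the 2.54% and 1.68% of the M+P+ libraries. Inheritance of paternal chromatin without the mark stays open and was not tested apart from the 2 libraries per group.

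In mes-3 sperm, spermatogenesis-specific transcripts were lower and oogenic-higher ones higher. A trend with transcript length is argued against, since the medians still differed by 1.03 after its removal. More RNA of dissected-germline type in the mes-3 sperm samples could contribute and the test could not decide. Spearman's rho across genes, which are not independent replicates, was first computed with him-8 sperm 1 held out and was 0.156, under the 0.2 the explanation needs. The other libraries were held out after that value was seen and gave 0.3001 and 0.231, with 0.231 the median. Among 1842 sex-independent genes rho was 0.309, 0.419 and 0.428, each over 0.2. The sums of 2 other lists go the way this explanation needs. Gonadal sheath had 1244 ± 109 CPM in mes-3 and 532 ± 34.9 CPM in him-8 sperm (SD, n = 3 each), against 3096 CPM in mes-3 male germlines. Most of these sums was 1 gene, fln-1, with 839, 300 and 2613 CPM in that order. Of 8 tested genes of the list, 5 were higher in mes-3 sperm, with 3 called, and 3 were lower, with 0 called. The sperm list had 11412 ± 1143 CPM in mes-3 and 17419 ± 1715 CPM in him-8 sperm. The intestine list goes against this explanation as the only cause. It had 1341 ± 81.2 CPM in mes-3 and 658 ± 428 CPM in him-8 sperm. Dissected mes-3 male germlines had 33.8 CPM, so their RNA would lower it. A direct effect of mes-3 stays open.

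Other splits of the same libraries into groups of the same sizes gave fewer calls. Only the real split, 1 of 35, gave as many genes for him-8 male against N2 oogenic germlines, where another split gave at most 38. It was 1 of 100 drawn from 462 for all male against all oogenic libraries, and 1 of 35 for mes-3 male germlines. For sperm and for fem-2 against N2 oogenic germlines it was 1 of 10, which cannot be under 0.1.

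The share of oogenic-higher genes over 15 RPKM in male germlines was 48.6%. That is lower than the value quoted from the study above, for a gene list that was not used here. The set of genes up in sperm only held 50 genes with edgeR calls. That is fewer than the study's set quoted above. The size depends on the calls, with 89 genes from DESeq2 calls and 6 to 75 genes when 1 library was left out.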
